# *MiR-376c* Down-Regulation Accelerates EGF-Dependent Migration by Targeting *GRB2* in the HuCCT1 Human Intrahepatic Cholangiocarcinoma Cell Line

**DOI:** 10.1371/journal.pone.0069496

**Published:** 2013-07-26

**Authors:** Jun Iwaki, Kunio Kikuchi, Yoshiaki Mizuguchi, Yutaka Kawahigashi, Hiroshi Yoshida, Eiji Uchida, Toshihiro Takizawa

## Abstract

MicroRNA *miR-376c* was expressed in normal intrahepatic biliary epithelial cells (HIBEpiC), but was significantly suppressed in the HuCCT1 intrahepatic cholangiocarcinoma (ICC) cell line. The biological significance of the down-regulation of *miR-376c* in HuCCT1 cells is unknown. We hypothesized that *miR-376c* could function as a tumor suppressor in these cells. To test this hypothesis, we sought the targets of *miR-376c*, and characterized the effect of its down-regulation on HuCCT1 cells. We performed proteomic analysis of *miR-376c*-overexpressing HuCCT1 cells to identify candidate targets of *miR-376c*, and validated these targets by 3′-UTR reporter assay. Transwell migration assays were performed to study the migratory response of HuCCT1 cells to *miR-376c* overexpression. Furthermore, microarrays were used to identify the signaling that were potentially involved in the *miR-376c*-modulated migration of HuCCT1. Finally, we assessed epigenetic changes within the potential promoter region of the *miR-376c* gene in these cells. Proteomic analysis and subsequent validation assays showed that *growth factor receptor-bound protein 2* (*GRB2*) was a direct target of *miR-376c*. The transwell migration assay revealed that *miR-376c* significantly reduced epidermal growth factor (EGF)-dependent cell migration in HuCCT1 cells. DNA microarray and subsequent pathway analysis showed that interleukin 1 beta and matrix metallopeptidase 9 were possible participants in EGF-dependent migration of HuCCT1 cells. Bisulfite sequencing showed higher methylation levels of CpG sites upstream of the *miR-376c* gene in HuCCT1 relative to HIBEpiC cells. Combined treatment with the DNA-demethylating agent 5-aza-2′-deoxycytidine and the histone deacetylase inhibitor trichostatin A significantly upregulated the expression of *miR-376c* in HuCCT1 cells. We revealed that epigenetic repression of *miR-376c* accelerated EGF-dependent cell migration through its target *GRB2* in HuCCT1 cells. These findings suggest that *miR-376c* functions as a tumor suppressor. Since metastasis is the major cause of death in ICC, microRNA manipulation could lead to the development of novel anti-cancer therapy strategies for ICC.

## Introduction

Deep sequencing and transcriptome analysis revealed the existence of non-coding RNAs (ncRNAs) in mammalian cells [1]–[3]. MicroRNAs (miRNAs) are single-stranded 19- to 25-nucleotide ncRNAs that play a critical role in posttranscriptional gene regulation. The miRNA-mediated gene silencing is regulated by complementarity between nucleotides at positions 2–8 of the miRNAs (*i.e.*, the seed sequences) and the 3′-untranslated regions (3′-UTR) of their target genes [4], [5]. Dysregulated expression of miRNA is involved in a variety of human diseases, including cancer and liver disease [6], [7]. Recent studies show that expression levels of various miRNAs are downregulated in cancer, indicating that they may function as tumor suppressors [8]–[10]. For example, downregulation of *miR-15* and *miR-16* in most chronic lymphocytic leukemia cells leads to upregulation of anti-apoptotic B cell lymphoma 2 (Bcl-2) protein [8]. The upregulated Bcl-2 averts apoptotic cell death of leukemia cells and thereby promotes their survival. *Let-7*, which is downregulated in lung cancers relative to normal lung tissue, targets *ras* oncogenes [10]. The increased levels of Ras protein in lung cancer cells leads to upregulated cell growth. The *miR-200* family and *miR-205* target zinc finger homeodomain enhancer-binding protein (ZEB) transcription factors, which are known to be inducers of the epithelial-mesenchymal transition in breast cancer [9]. Downregulation of these miRNAs are likely to be an essential early step in breast cancer metastasis.

Cholangiocarcinoma (CC) is a bile duct cancer, and is classified as intrahepatic or extrahepatic [11]–[13]. Intrahepatic CC (ICC) is derived from epithelial cells of the bile ducts. Although ICCs comprise only 5–10% of all cases of liver cancer, they are the second most common liver malignancy [14]. The incidence and mortality rate of ICC are increasing worldwide. Despite advances in surgical techniques, chemotherapies and radiotherapies, long-term survival remains low because of the late presentation of the disease [14], [15]. Even after resection, the prognosis for patients with advanced ICC is extremely poor [14], [16], [17]. Some researchers have examined the miRNA expression profiles in ICC, to understand the molecular and clinical basis of carcinogenesis and the progression of this disease [18], [19].

We reported previously that *miR-376c* (formerly designated as *miR-368* in miRBase Release 12; currently designated as *miR-376c-3p* in miRBase Release 19) was expressed in a normal intrahepatic biliary epithelial cell line (HIBEpiC), but was significantly suppressed in an ICC cell line (HuCCT1) [18]. However, the biological significance of the downregulation of *miR-376c* in HuCCT1 cells was unknown. We hypothesized that *miR-376c* could function as a tumor suppressor in these cells. To test this hypothesis, we sought the targets of this miRNA, and characterized the effect of *miR-376c* down-regulation in HuCCT1 cells. We identified a direct target mRNA of *miR-376c* by proteomic analysis. Enforced expression of *miR-376c* significantly impaired migration of HuCCT1 cells by reducing levels of the targeted mRNA, indicating that downregulation of *miR-376c* is critical for this response. Finally, we investigated the DNA methylation and histone modification status of the putative promoter regions of *miR-376c* gene in HuCCT1 cells.

## Materials and Methods

### Cell culture and RNA isolation

HIBEpiC were purchased from ScienCell Research Laboratories (Carlsbad, CA, USA). HuCCT1 was obtained from the American Type Culture Collection (Manassas, VA, USA). The ICC cell lines TKKK, Huh28, and IHGGK, and the extrahepatic CC cell line TFK-1 were from RIKEN BioResource Center (Tsukuba, Japan). All cell lines were maintained in the media recommended by the suppliers, at 37°C in a humidified incubator with a 5% CO_2_ atmosphere. Total RNA was extracted from each sample using RNAiso plus (Takara Bio, Ohtsu, Japan), according to the manufacturer's instructions.

### Proteomic analysis

Proteomic analysis was performed based on our previous method [20]. HuCCT1 cells grown to semi-confluence were transfected with Pre-miR-376c (mature *miR-376c-3p* mimic) or Pre-miR negative control #1 (Applied Biosystems, Foster City, CA, USA) at a final concentration of 30 nM using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), according to the manufacturer's protocol. Pre-miR-transfected HuCCT1 cells were harvested 72 h after transfection and subjected to the following proteomic analysis. Cells were lysed with a thiourea lysis buffer (7.5 M urea, 2 M thiourea, 4% 3-[(3-cholamidopropyl) dimethylammonio]-1-propanesulfonate, 1 mM PMSF, 1 µM aprotinin, 1 µM pepstatin A, and 10 mM Tris-HCl [pH 8.8]). After removal of cell debris by centrifugation at 20,000× *g* at 4°C for 20 min, proteins in the cell lysates were labeled with CyDye DIGE Fluors minimal dyes (GE Healthcare Bio-Sciences, Little Chalfont, UK). The labeled proteins were subjected to two-dimensional difference gel electrophoresis (2D-DIGE) using the Ettan DALTsix Large Electrophoresis System (GE Healthcare Bio-Sciences), as described in the manufacturer's protocol. Protein samples obtained from three independent experiments were subjected to proteomic analysis. Spots with significant differences in intensity between the samples (>20% upregulation or downregulation, *P*≤0.011) were excised from the gel using the Ettan Spot Picker (GE Healthcare Bio-Sciences). These criteria for spot selection were determined based on previous studies, in which the repression of cellular protein synthesis by miRNA overexpression was typically mild [21], [22]. Proteins in the spots were subjected to digestion with 10 ng/µl trypsin (Sigma, St. Louis, MO, USA) at 37°C, followed by elution in an acetonitrile buffer. The eluted proteins were then identified using a liquid chromatography-tandem mass spectrometry mass spectrometer (LCQ DECA XP Plus; Thermo-Finnigan, San Jose, CA, USA). Mass spectrometry data were analyzed using the MASCOT software (Matrix Science, London, England). Specificity of trypsin digestion was used as the cutting enzyme with allowing three missed cleavages. Peptide mass tolerance and fragment mass tolerance were set to ±1.2 Da and ±0.6 Da, respectively. Carbamidomethyl of cysteine was chosen as the fixed modification and oxidation of methionine was searched as the variable modification. Identity or extensive homology is indicated for peptides with individual ion scores >42 (*p*<0.05).

### Western blotting

HuCCT1 cells in culture were rinsed in PBS and lysed in M-PER Mammalian Protein Extraction Reagent (Thermo Fisher Scientific, Rockford, lL, USA) containing Halt Protease Inhibitor Cocktail (Thermo Fisher Scientific). The lysates were centrifuged at 20,000× *g* at 4°C for 3 min to remove debris, and supernatants were subjected to western blotting as follows: the lysates were separated on SDS-PAGE gels and transferred to Sequi-Blot polyvinylidene fluoride membranes (Bio-Rad, Hercules, CA, USA). Blots were then incubated at 4°C overnight with primary antibodies diluted as recommended in the manufacturer's instructions. This was followed by incubation with horseradish peroxidase-conjugated secondary antibodies. Signals were detected using Immobilon reagent (Millipore, Billerica, MA, USA) and visualized using an LAS-4000 Lumino image analyzer (Fujifilm, Tokyo, Japan). The intensity of visualized signals was quantitated using the Multigauge software (Fujifilm). A monoclonal GRB2 antibody (catalog number 61011) was purchased from Becton Dickinson (Franklin Lakes, NJ, USA). A monoclonal antibody for beta actin (ACTB) was purchased from Sigma (catalog number A5316).

### Real-time PCR

Real-time PCR for miRNAs was carried out using TaqMan Gene Expression Assays (Applied Biosystems) in a 7300 Real-Time PCR System (Applied Biosystems) or a 7900 FAST Real-Time PCR System (Applied Biosystems), according to the manufacturer's protocols. *U6* snRNA (*RNU6B*) was used as an endogenous internal control. To quantify mRNA levels, SYBR Premix Ex Taq (Perfect Real Time) (Takara Bio) was applied. To normalize mRNA expression levels, *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*) was used as an endogenous internal control. Primers used for RT-PCR of *GRB2*, *IL1B*, *MMP9* were as follows: *GRB2*-Foward: CCATCGCCAAATATGACTTCAAA; *GRB2*-Reverse: CTTCGTTCAAAACCTTGAGGATGT; *IL1B* -Forward: CAACAAGTGGTGTTCTCCATGT; *IL1B*-Reverse: GACAAATCGCTTTTCCATCTTC; *MMP9*-Foward: ACTTTGACAGCGACAAGAGGTGG; *MMP9*-Reverse: CCGGCACTGAGGAATGATCTAA.

### 3′-UTR reporter assay

To construct a reporter plasmid, we first cloned the 3′-UTR of the human *GRB2* into pMIR-REPORT vector (Applied Biosystems). Total RNA, isolated from HuCCT1 cells, was reverse-transcribed to cDNA using PrimeScript reverse transcriptase (Takara Bio). The 3′-UTR of *GRB2* mRNA was then amplified from the cDNA using the following primers: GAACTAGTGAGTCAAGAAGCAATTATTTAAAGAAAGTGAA (*Spe*I site underlined) and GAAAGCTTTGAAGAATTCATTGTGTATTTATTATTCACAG (*Hind*III site underlined). The PCR product was cloned into a pCR4-Blunt-TOPO vector for sequence verification. The *GRB2* 3′-UTR was then cloned into pMIR-REPORT via the *Spe*I and *Hind*III restriction sites. This final construct was designated pMIR-GRB2. To construct a reporter plasmid with a mutated *miR-376*c recognition site of *GRB2* 3′-UTR, an inverse PCR method was used. The primers used for the inverse PCR were: *GRB2* 3′UTRmutinv-Foward: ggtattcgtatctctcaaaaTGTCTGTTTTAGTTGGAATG; *GRB2* 3′UTRmutinv-Reverse: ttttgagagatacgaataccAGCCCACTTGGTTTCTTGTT (complementary sequence shown in lowercase), and were designed to introduce the mutation. PCR amplification was carried out using the previously cloned vector pCR4-Blunt-TOPO containing the *GRB2* 3′-UTR. Plasmid DNA was digested by *Dpn*I. Amplified DNA was transformed into *Escherichia coli*. After sequence verification, the mutated 3′-UTR sequence was cloned into pMIR-REPORT via *Spe*I and *Hind*III restriction sites. The final construct was designated pMIR-GRB2mt. HuCCT1 cells were transfected with the pMIR-GRB2, pMIR-GRB2mt, or the control vector pRL-TK (Renilla luciferase expression plasmid), together with Pre-miR-376c or the Pre-miR-negative control at 10 nM, using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) in 24-well plates. Twenty-four hours after transfection, luciferase assays were performed using the Dual Luciferase Reporter Assay System (Promega, Madison, WI, USA). Firefly luciferase activity was normalized to Renilla luciferase activity.

### Cell migration assay

HuCCT1 cell migration analysis was carried out using Transwell inserts (8.0 µm pore size, Costar, Cambridge, MA, USA) [23]. Cells were transfected with the Pre-miR molecule or *GRB2*-siRNA at final concentrations of 30 nM using Lipofectamine 2000 (Invitrogen). Two siRNAs for *GRB2*, siGRB2-1 (Hs_GRB2_5; sense: GUUUGGAAACGAUGUGCAGTT; antisense: CUGCACAUCGUUUCCAAACTT) and siGRB2-2 (Hs_GRB2_8; sense: AGAACUACAUAGAAAUGAATT; antisense UUCAUUUCUAUGUAGUUCUTG) were used (Qiagen, Valencia, CA, USA). A nonspecific non-silencing siRNA (AllStars Negative Control siRNA, Qiagen) was used as a negative control. After 24 h of transfection, cells (5×10^4^) in 250 µl of serum-free medium RPMI 1640 were seeded onto filters in 24-well plates. The medium (750 µl) containing RPMI 1640 supplemented with 0.1% fetal bovine serum was placed in the lower chamber in the presence of epidermal growth factor (EGF) (5 ng/ml, R&D Systems, Minneapolis, USA). After incubation for 24 h, non-invading cells on the top of each Transwell were scraped off with a cotton swab. Cells that had migrated to the other side were fixed with 2.5% glutaraldehyde (Wako, Tokyo, Japan) and stained with crystal violet (Wako). The number of migrated cells was manually counted with a light microscope (KX4, Olympus, Tokyo, Japan) under 200× magnification. The sum of the numbers of cells in five areas was used as the migrated cell number, and expressed as a percentage of the control value. These experiments were repeated at least three times, and significant differences among treatments were assessed by ANOVA followed by Tukey's test. In our preliminary experiments of cells exposed to different concentrations of EGF (0.1, 0.5, 1, 5, and 10 ng/ml), EGF regulation of cell migration was in a dose-dependent manner. HuCCT1 cell migration peaked at the 5 ng/ml concentration but then decreased at 10 ng/ml (data not shown). The preliminary experiments indicate that the optimized concentration of EGF for cell migration assay was 5 ng/ml.

### Gene expression analysis

HuCCT1 cells were treated with EGF as described above. Total RNA was extracted from Pre-miR-376c*-* and siGRB2*-*2-transfected HuCCT1 cells and from individual transfection controls with RNAiso Plus (Takara Bio), and its concentration was measured using a NanoDrop ND-2000 spectrometer (Thermo Scientific, Wilmington, DE, USA). Of the total RNA obtained, 200 ng was used in a labeling reaction, using a Low-Input QuickAmp Labeling Kit, One-Color (Agilent Technologies, Santa Clara, CA, USA), and the quality and yield of labeled cRNA was evaluated on an Agilent 2100 Bioanalyzer (Agilent). Gene expression profiling was conducted using an Agilent microarray (Human GE 4×44 K, v2). The resulting signals were normalized to the 75^th^ percentile signal intensity and the processed data were filtered for an at least twofold change using the GeneSpring GX software (*ver.* 11.5; Agilent). The array data were imported into the Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Redwood City, CA, USA). Functional analyses of down-regulated genes were conducted using the IPA software (Ingenuity Systems, http://www.ingenuity.com). A right-tailed Fisher's exact test was used to calculate a *p*-value for the probability of an association between the gene expression data and the knowledge-based biological function. The mRNA array data are publicly available (Gene Expression Omnibus accession number GSE47186, http://www.ncbi.nlm.nih.gov/geo/).

### Bisulfite conversion of DNA and bisulfite sequencing

Genomic DNA was extracted using a DNA pure kit (Takara Bio), according to the manufacturer's protocol. Bisulfite conversion of DNA (1 µg) was performed using a Methyl Easy Xceed Rapid DNA modification kit (Takara Bio) according to the manufacturer's protocol. PCR amplification was performed using Ex Taq HS (Takara Bio). Primer sequences were TTGAATATTTTTGAGAGGAAGGTTAGT and TCCTAAAAAACATAAACCTAAACACAAT. PCR products were ligated into pCR4 TOPO (Invitrogen). At least 20 clones were sequenced per cell.

### Treatment with 5-AZA-dCR and TSA

HuCCT1 cells were seeded at a density of 5×10^4^/well in six-well plates, cultured for 24 h and then treated with 10 µM DNA-demethylating agent 5-aza-2′-deoxycytidine (5-AZA-dCR, Sigma-Aldrich, St. Louis, MO, USA) for 3 days, during which the drug-containing medium was replaced daily. After 3 days, the histone deacetylase (HDAC) inhibitor trichostatin A (TSA, Sigma-Aldrich; 0.1, 0.5, or 1.0 µM) was added and cells were cultured for a further 24 h.

## Results

### *MiR-376c* is downregulated in CC cell lines including HuCCT1

We previously performed small RNA sequencing using HuCCT1 and HIBEpiC to reveal differential miRNA expression [18]. Small RNA sequencing showed that *miR-376c* was found exclusively in HIBEpiC and not in HuCCT1 (*i.e.*, cloning frequency >0.1% in HIBEpiC and 0.0% in HuCCT1) [18]. For further characterization of *miR-376c* expression in CC cell lines, the ICC cell lines TKKK, Huh28, and IHGGK, and the extrahepatic CC cell line TFK-1 were examined. Real-time PCR analysis revealed that *miR-376c*, which was highly expressed in HIBEpiC, was significantly downregulated in all CC cell lines examined in this study (Figure 1A). It is likely that *miR-376c* is downregulated specifically in bile duct carcinoma cell lines.

**Figure 1:**
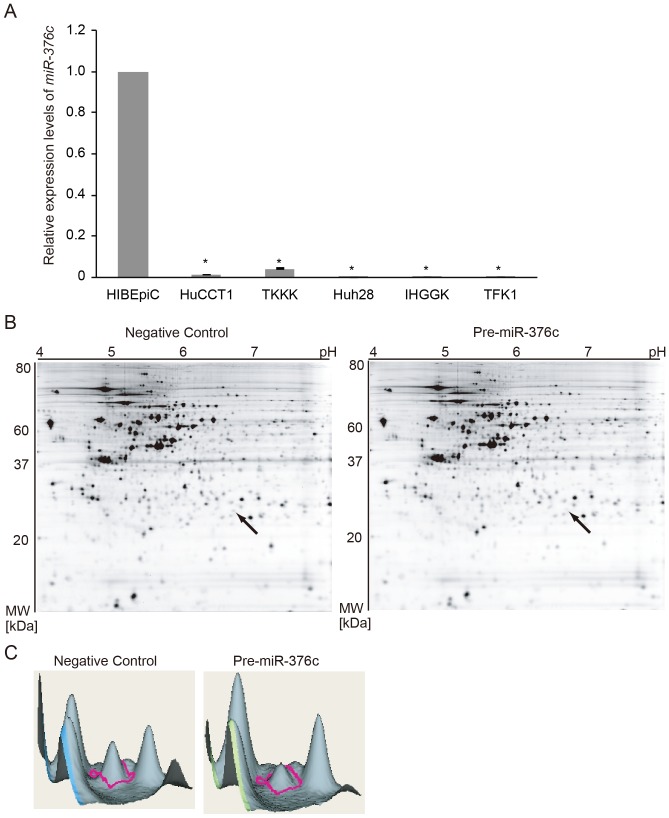
Downregulation of *miR-376c* expression levels in bile duct carcinoma cell lines, and proteomic analysis of *miR-376c*-overexpressing HuCCT1. (**A**) Real-time PCR assay of *miR-376c* in HIBEpiC, HuCCT1, Huh28, IHGGK, TKKK, and TFK1. Expression levels were normalized to *RNU6B*, and the expression level in HIBEpiC cells was defined as 1. The significance of differences among cells was assessed by ANOVA followed by Tukey's test (*P<0.05). (**B**) Representative 2D-DIGE images of *miR-376c*-overexpressing HuCCT1 cells. Cells were harvested 72 h after the initiation of transfection of Pre-miR-376c or the Pre-miR-negative control, and subjected to proteomic analysis. A spot downregulated by treatment with Pre-miR-376c is indicated by the arrow, which was later shown by mass spectrometry to be GRB2. (**C**) Quantitative analysis of the fluorescence intensity of the GRB2 protein spot shown in **B** (peak outlined in red).

### *MiR-376c* target identification by proteomic analysis

We performed a proteomic analysis to identify proteins whose expression was altered in *miR-376c*-overexpressing HuCCT1 cells, some of which may be targets of *miR-376c*. Proteomic analysis was performed by 2D-DIGE (Figure 1B). We found 41 protein spots with significant differences in intensity between controls and Pre-miR-376c-transfected HuCCT1 cells (upregulation or downregulation by more than 1.2-fold, *P*≤0.011). Of these 41 spots, 18 and 31 spots exhibited upregulation and downregulation of intensity, respectively. These spots were isolated and subjected to liquid chromatography-tandem mass spectrometry analysis. We focused on the downregulated proteins as potential direct targets of *miR-376c* (Table 1). Using the online software TargetScan (http://www.targetscan.org) and miRbase (http://mirbase.com), we identified only GRB2 protein as an *in silico* candidate; its expression level was decreased by 44% (Table 1 and Figure 1C).

**Table 1:** Proteins downregulated by *miR-376c* overexpression in HuCCT1 cells in proteomic analysis.*

FC	*P*-value	Protein Name	Gene Name
−2.22	0.011	cytoskeleton-associated protein 4	*CKAP4*
		Alpha-2-HS-glycoprotein precursor	*AHSG*
−2.21	0.011	cofilin 1 (non-muscle)	*CFL1*
−1.85	0.0027	lamin A/C isoform 1 precursor	*LMNA*
		ERO1-like	*ERO1L*
		leukotriene A4 hydrolase	*LTA4H*
		Alpha-2-HS-glycoprotein precursor	*AHSG*
		very-long-chain acyl-CoA dehydrogenase	*ACADVL*
		80K-H protein, protein kinase C substrate 80K-H isoform 1	*G19P1*
−1.58	0.0097	calpain, small subunit 1	*CAPNS1*
−1.52	0.0086	Keratin, type I cytoskeletal 19	*KRT19*
−1.51	0.0092	lamin A/C isoform 2	*LMNA*
		ERO1-like	*ERO1L*
		very-long-chain acyl-CoA dehydrogenase	*ACADVL*
		heterogeneous nuclear ribonucleoprotein L	*HNRPL*
		tubulin 5-beta	*TUBB4*
−1.51	0.01	transferase, HG phosphoribosyl	*HPRT*
−1.48	0.0033	cathepsin D preproprotein	*CTSD*
		splicing factor, arginine/serine-rich 9	*SFRS9*
−1.44	0.0094	**growth factor receptor-bound protein 2 isoform 1**	***GRB2***
		Ras family small GTP binding protein TC21	*RRAS2*
−1.42	0.0024	Annexin A2	*ANXA2*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
		serine dehydratase-like	*SDSL*
−1.42	0.006	annexin A2 isoform 2	*ANXA2*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
		ribosomal protein P0	*RPLP0*
		F-actin capping protein beta subunit	*CAPZB*
		capping protein alpha	*CAPZA2*
−1.4	0.0062	LASP1 protein	*LASP1*
		heterogeneous nuclear ribonucleoprotein D-like	*HNRPDL*
		annexin A2 isoform 2	*ANXA2*
−1.39	0.0097	Annexin A2	*ANXA2*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
		ribosomal protein P0	*RPLP0*
−1.35	0.0041	cytokeratin 8 (279 AA)	*KRT8*
		tyrosine 3/tryptophan 5 -monooxygenase activation protein, zeta polypeptide	*YWHAZ*
		GRP78 precursor, BiP protein	
		tumor protein D52-like 2 isoform a	*TPD52L2*
		proteasome alpha 3 subunit isoform 1	*PSMA3*
		rho GDP dissociation inhibitor (GDI)	*ARHGDIA*
−1.35	0.0044	cathepsin D preproprotein	*CTSD*
		mitochondrial ribosomal protein L46	*MRPL46*
		platelet-activating factor acetylhydrolase, isoform Ib, beta subunit 30 kDa	*PAFAH1B2*
−1.35	0.011	ERO1-like	*ERO1L*
		Ras-GTPase-activating protein SH3-domain-binding protein	*G3BP1*
		lamin A/C	*LMNA*
−1.34	0.0065	cathepsin D preproprotein	*CTSD*
		eukryotic translation elongation factor 1 gamma, isoform CRA a	*EEF1G*
−1.32	0.0061	myosin light chain 3	*MYL3*
		ATP synthase, H+ transporting, mitochondrial F1 complex, delta subunit precursor	*ATP5D*
−1.31	0.0017	Annexin A2	*ANXA2, ANXA2P1*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
		heterogeneous nuclear ribonucleoprotein D-like	*HNRPDL*
		fibrillarin	*FBL*
		torsin family 1, member A (torsin A)	*TOR1A*
		palmitoyl-protein thioesterase 1	*PPT1*
−1.28	0.002	apolipoprotein L2	*APOL2*
		mitochondria import inner membrane translocase subunit TIM50 precursor	*TIMM50*
		Annexin A2	*ANXA2*
		heterogeneous nuclear ribonucleoprotein D-like	*HNRPDL*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
−1.26	0.0034	annexin A2 isoform 2	*ANXA2*
		carboxyl terminal LIM domain protein	*CLIM1*
		mitochondrial ribosomal protein L39 isoform b	*MRPL39*
		aflatoxin aldehyde reductase AFAR	*AKR7A2*
		glyceraldehyde-3-phosphate dehydrogenase	*GAPDH*
−1.23	0.0025	keratin	
−1.21	0.0023	ERO1-like	*ERO1L*
		lamin A/C isoform 2	*LMNA*
		chaperonin containing TCP1, subunit 5 (epsilon)	*CCT5*
		Beta-galactosidase precursor	*GLB1*
		heterogeneous nuclear ribonucleoprotein K isoform a	*HNRPK*
		copine I	*CPNE1*
		Ras-GTPase-activating protein SH3-domain-binding protein	*G3BP1*
		DHX9 protein	*DHX9*

* The protein spots that had significant differences in intensity between the control- and Pre-miR-376c-transfected HuCCT1 cells (down-regulation by more than 1.2-fold change, *p*≤0.011) are listed in proteomic analysis. FC: fold change. The GRB2 protein predicted by TargetScan as a target of *miR-376c* is shown in bold.

### Validation of *GRB2* as a *miR-376c* Target

To confirm the 2D-DIGE results, we performed Western blotting analysis of HuCCT1 transfected with Pre-miR-376c. As shown in Figure 2A, the GRB2 protein level was markedly decreased in Pre-miR-376c-transfected cells compared to control cells. Furthermore, as shown in Figure 2B, the *GRB2* mRNA level was also significantly decreased by Pre-miR-376c overexpression.

**Figure 2:**
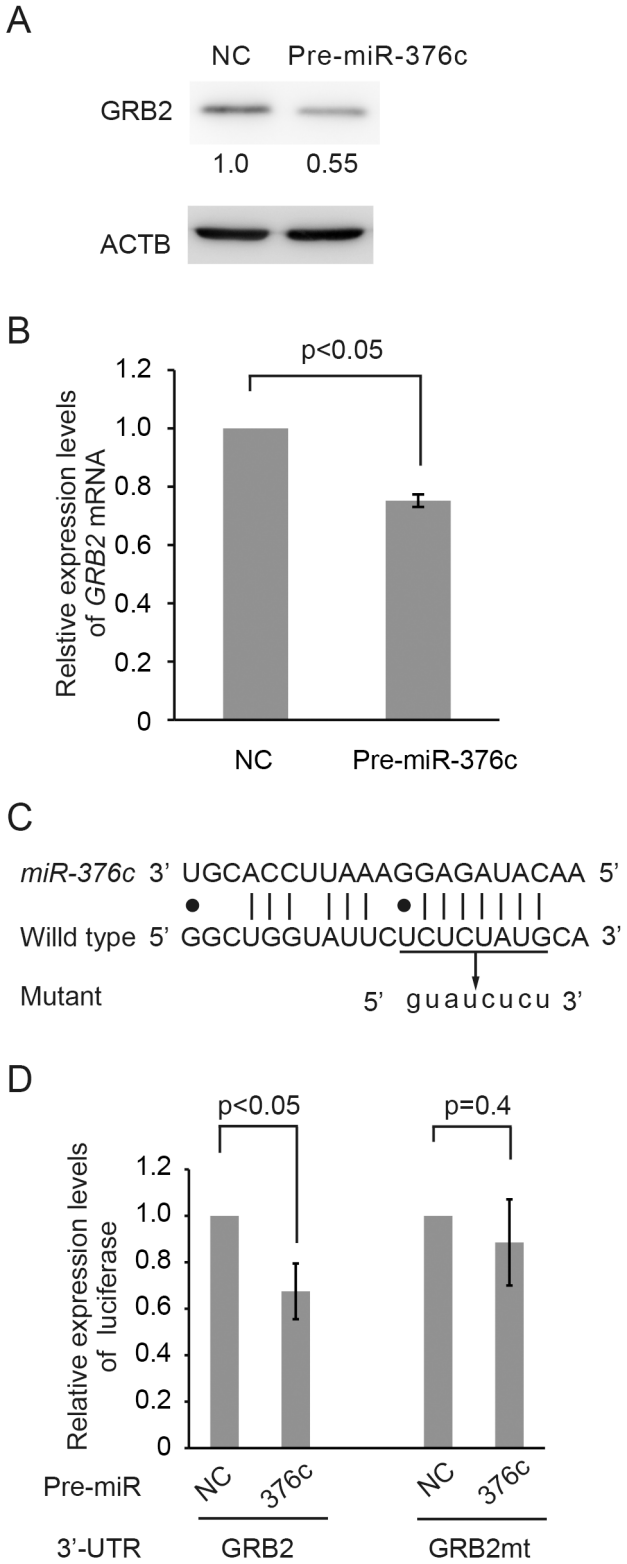
Validation of *GRB2* as a *miR-376c* Target. (**A**) Western blotting analysis of GRB2 protein levels in HuCCT1 cells transfected with Pre-miR-376c or the Pre-miR negative control (NC). ACTB was monitored as an internal control. Relative GRB2 expression levels were calculated and are indicated below the bands. (**B**) *GRB2* mRNA expression levels in HuCCT1 cells transfected with Pre-miR-376c or the Pre-miR negative control (NC). The *GRB2* expression level was normalized to *GAPDH*. The expression level of the NC sample was defined as 1. The significance of differences between means was determined by Student's *t*-test. (**C**) The sequences of the mature *miR-376c* and its putative target site in the 3'-UTR of *GRB2*. The target site corresponding to the seed sequence of *miR-376c* was converted via mutation; the mutation introduced into the *miR-376c* recognition site of *GRB2* 3'-UTR in the reporter plasmid is also shown. (**D**) *GRB2* 3'-UTR luciferase reporter assay. Reporter vector (pMIR-GRB2 [GRB2] or pMIR-GRB2mt [GRB2mt]) and Pre-miR molecule (Pre-miR-376c [376c] or Pre-miR negative control [NC]) were co-transfected into HuCCT1 cells. Renilla luciferase vector pRL-TK was used as an internal control. Luciferase expression levels of Pre-miR negative control (NC) were set to 1.0. The significance of differences between means was determined by Student's *t*-test.

Next, to determine whether the 3′-UTR of *GRB2* is a direct target of *miR-376c*, we performed a luciferase reporter assay. As shown in Figure 2D, Pre-miR-376c overexpression decreased significantly the luciferase activity in HuCCT1 cells cotransfected with pMIR-GRB2 (by ∼30% compared to the negative control), but not significantly in cells cotransfected with pMIR-GRB2mt, a reporter plasmid mutated in the putative *miR-376c* recognition site of the *GRB2* 3′-UTR (Figure 2C). Taken together, these results suggest that *GRB2* is a target of *miR-376c* in HuCCT1 cells.

### *MiR-376c* regulates epidermal growth factor (EGF)-dependent migration of HuCCT1 via GRB2

GRB2 is known to be a key molecule in intracellular signal transduction through the EGF receptor (EGFR), and can be overexpressed in tumors of breast and bladder cancers [24]–[26]. Molecules that bind to GRB2 protein and inhibit signal transduction have been demonstrated to reduce motility *in vitro* and to decrease cancer metastasis in animal models [24], [27]–[29]. GRB2 plays a critical role in EGFR signal transmission and internalization [30]–[32]. EGF stimulation increases motility in multiple cell lines [32]. Therefore, we assessed the effect of *miR-376c* on migration of HuCCT1 cells stimulated with EGF in transwell assays. In the presence of EGF, the migration of HuCCT1 cells transfected with the Pre-miR-negative control was induced (Figure 3A), indicating that such migration is EGF dependent. Treatment with Pre-miR-376c significantly decreased EGF-induced migration (to 57% of the control value, Figure 3A). Furthermore, to confirm whether EGF-induced migration was dependent on GRB2, we analyzed migration by cells in which *GRB2* was downregulated by siRNA-mediated knockdown. We used two siRNA duplexes specific for *GRB2* (designated siGRB2-1 and siGRB2-2). First, we evaluated the efficiency of siRNA-mediated knockdown by Western blotting and real-time PCR. In HuCCT1 cells, siGRB2-1 and siGRB2-2 inhibited expression of both *GRB2* protein (Figure 3B) and mRNA (Figure 3C). Next, we assayed migration of HuCCT1 cells treated with siRNAs against *GRB2*. After *GRB2* knockdown, EGF-dependent cell migration was reduced significantly (Figure 3D). These results suggest that *miR-376c* regulates EGF-dependent cell migration through repression of *GRB2* translation.

**Figure 3:**
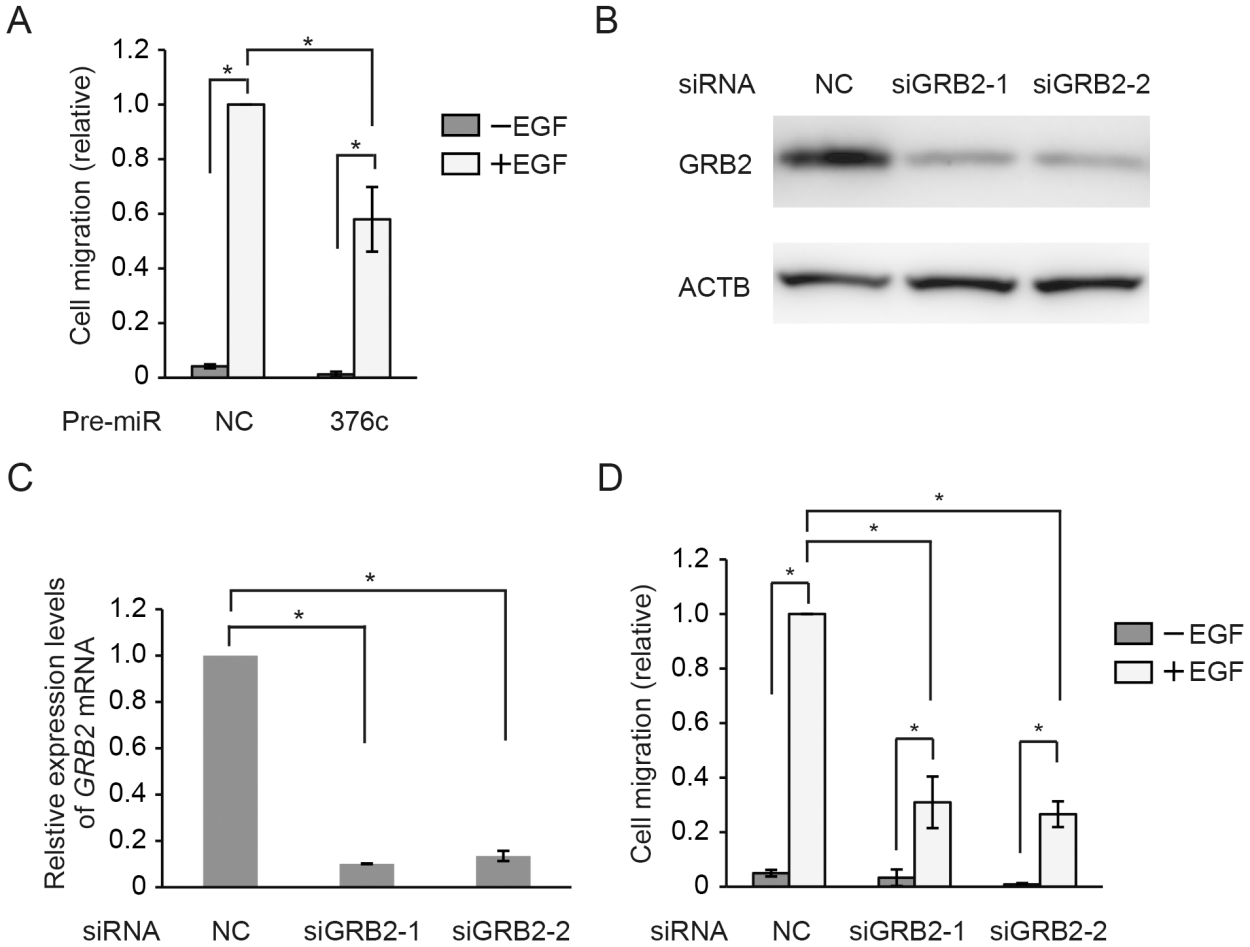
*MiR-376c* represses cell migration via *GRB2* reduction. (**A**) Transwell migration assay of HuCCT1 cells transfected with Pre-miR-376c. Medium containing 5 ng/ml EGF in the lower chamber served as a chemoattractant. After 24 h of transfection, migrating cells were stained and counted. Data are presented as the ratio of the number of migrating Pre-miR-376c (376c)-transfected cells to that of cells transfected with the Pre-miR-negative control (NC), in the presence or absence of EGF. Cell migration of NC in the presence of EGF was set to 1.0. The significance of differences among treatments was assessed by ANOVA followed by Tukey's test (* *p*<0.05). (**B**) Western blotting analysis of the GRB2 protein level in HuCCT1 cells transfected with the siRNAs. Two siRNA molecules targeting *GRB2* (siGRB2-1 and siGRB2-2) and negative control siRNA (NC) were used. ACTB was used as an internal control. (**C**) Real-time PCR analysis of the *GRB2* mRNA level in HuCCT1 cells transfected with the siRNAs. The expression level of cells transfected with negative control siRNA (NC) was set to 1.0. The *GRB2* expression levels were normalized to *GAPDH*. (**D**) Transwell migration assay of HuCCT1 cells transfected with the siRNAs. Data are presented as numbers of migrating siRNA-transfected cells relative to cells transfected with the negative control siRNA (NC), in the presence or absence of EGF. Migration of the negative controls in the presence of EGF was set to 1.0. The significance of differences among treatments was assessed by ANOVA followed by Tukey's test (* *p*<0.05).

In addition, we assessed the effect of Pre-miR-376c and siGRB2 transfection on cell growth (Figure S1). No significant differences in cell growth were identified between transfected and non-transfected cells. This indicates that GRB2 modulates migration but not growth of HuCCT1 cells.

### Network analysis relevant to GRB2-mediated HuCCT1 migration

To elucidate key molecules in EGF-dependent HuCCT1 migration, in which GRB2 upregulation is caused by abnormal suppression of *miR-376c*, we compared expression profiles of mRNAs affected by Pre-miR-376c and siGRB2 (siGRB2-2) in EGF-treated HuCCT1 cells. 

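HuCCT1 is a human intrahepatic cholangiocarcinoma cell line. It was transfected with 30 nM of Pre-miR-376c, Pre-miR negative control, siGRB2-2 or siRNA negative control, and 24 h later it was treated with 5 ng/ml EGF for 24 h in medium with 0.1% serum. RNA from each of the 4 transfections (200 ng) was labelled with a single dye and hybridized to 1 array of a human 44 K design. The sample labels name the siRNA as siGRB2, and the paper names it as siGRB2-2. With 1 array per condition there is no replicate, so no p-value or SD of a condition is given, and the number of arrays limits the precision of every comparison. All 4 arrays lay on 1 slide and were read in 1 scan. The authors deposited the scanner software's spot intensities and a table of log2 values normalized to the 75th percentile. Each array held 43118 spots for 34127 probes, of which 33128 had 1 spot and 999 had 10 spots. A probe was taken as detected when its signal was well above background by the scanner software's flag on more than 0.5 of its spots. Detected probes numbered 23011 with siGRB2-2, 21811 with siRNA negative control, 22522 with Pre-miR-376c and 24119 with Pre-miR negative control. The background-corrected intensities were converted to log2 and the array's 75th percentile over all non-control spots was subtracted. Spots carrying an outlier flag were left out, and spots of one probe were averaged. Each treatment was compared with its own negative control. A probe entered a comparison when detected on at least 1 of its 2 arrays. When it was detected on only 1, its fold change was a bound, set against the higher of its own signal on the dim array and the lowest signal of a detected probe there. Between spots of one probe, the median SD was 0.049 to 0.054 on the log2 scale, which covers the array's own noise and not the variation between cultures. The targeted gene GRB2 is covered by 1 probe with 1 spot (A_24_P407717), detected on all 4 arrays. Its log2 fold change was -0.55 with Pre-miR-376c and -0.55 with siGRB2-2, which is 68.3% and 68.2% of the respective control, and the scanner software's own error on each was 0.20. GRB2 was lowest on the array labelled siGRB2-2. Set against the other negative control, its log2 fold change was -1.27 with siGRB2-2 and 0.17 with Pre-miR-376c.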

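Of the 24406 probes detected on at least 1 of the 2 arrays, 742 differed at least 2-fold between Pre-miR-376c and Pre-miR negative control, 359 lower and 383 higher. The fold change of 362 of these probes (48.8%) was a bound, because they were detected on only 1 of the arrays. Between siGRB2-2 and siRNA negative control, 2294 of 23382 probes differed at least 2-fold, 727 lower and 1567 higher, and 512 of them (22.3%) were detected on only 1 array. The median log2 fold change of probes detected on all 4 arrays was -0.03 for Pre-miR-376c and 0.15 for siGRB2-2. When the arrays were scaled on their medians, 1916 probes were lower and 679 higher with siGRB2-2. The count for Pre-miR-376c moved most with a 1.5-fold limit, to 2744 probes. For siGRB2-2 it moved most with the normexp background correction, to 14960, where 7 spots with a local background above 10 times the median entered the fit. The 2 negative control arrays, compared with each other in the same way, differed at least 2-fold in 2232 probes. Among named probes detected on both arrays, those that rose most with Pre-miR-376c were AKAP14, DNAJC5B, DPF3, IFITM5 and DGKB, with log2 fold changes from 3.01 to 3.89. Those that fell most were ZNF235, CCL3, MYO15A, MGRN1 and SESTD1, from -2.10 to -2.57. Each of the 5 that rose had 1 spot, and its signal with Pre-miR negative control was 21.8 to 34.5. The lowest signal of a detected spot there was 21.2, so these rises rest on dim control signals. With siGRB2-2, LRRN3, TMEM95, PADI2, SSTR3 and LOC148696 rose most (2.99 to 3.63) and TNXB, ZNF239, NTRK2, LINC00667 and SHPRH fell most (-2.52 to -3.37). Against Pre-miR negative control, the log2 differences on the siGRB2-2 array were 2.41 for LRRN3, 2.95 for PADI2 and 3.01 for LOC148696, but -0.28 for TMEM95 and -0.10 for SSTR3, and for the 5 that fell they lay between -0.18 and 0.13. Against siRNA negative control, the log2 differences on the Pre-miR-376c array were -1.12 for CCL3, -0.33 for SESTD1, -0.28 for MYO15A and 2.05 for DPF3, and the remaining 6 genes were not well above background on that control array.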

Microarray analysis showed that changes in expression of 1148 and 2733 genes were induced by Pre-miR-376c and siGRB2-2, respectively. 

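A total of 22871 probes were detected on at least 1 array in both comparisons. Among them, 44 differed at least 2-fold in the same direction with Pre-miR-376c and siGRB2-2, and 73 differed at least 2-fold in opposite directions. If the lists were independent, 18.5 probes in the same direction and 20.9 in opposite directions would be shared, or 22.9 and 29.8 when the lists are matched on signal level in 20 bins. Of the probes detected on all 4 arrays, 24 changed in the same direction and 42 in opposite directions. Across these 21239 probes the correlation between the 2 sets of log2 fold changes was -0.11, where probes are not independent replicates. The comparisons have separate controls. The same-direction count moved most with a 1.5-fold limit, to 326, beside 665 in opposite directions. After quantile normalization the counts were 50 in the same direction and 53 in opposite directions.

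**Figure D1:**
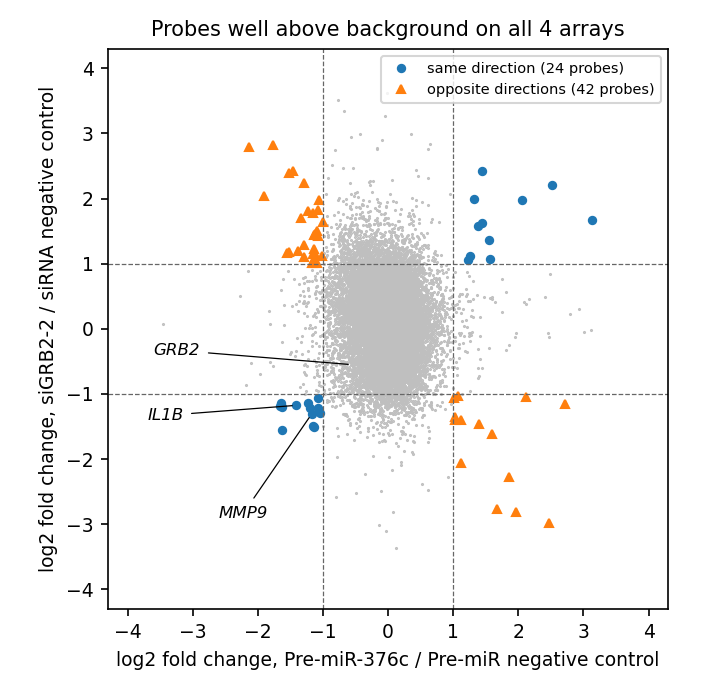
Log2 fold change with siGRB2-2 (vertical axis) against log2 fold change with Pre-miR-376c (horizontal axis) for the 21239 probes detected on all 4 arrays, each relative to its own negative control. Dashed lines mark the 2-fold limit, blue circles the 24 probes past it in the same direction and orange triangles the 42 probes past it in opposite directions.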

In the microarray data, 85 genes were common to both sets (Figure 4A). Of these, 41 genes were downregulated by both treatments, and 44 were upregulated by both treatments (Table S1 and S2). 

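In the same-direction set, 17 probes were lower and 27 were higher with both treatments. Independent lists would share 6.87 and 11.6, or 7.63 and 15.3 when matched on signal level. Of the 41 probes of Table S1, 16 were at least 2-fold lower in both comparisons with the bound for undetected signals, 17 were detected on all 4 arrays and 19 were detected on neither treated array. Of the 44 probes of Table S2, 25 were at least 2-fold higher in both, 9 were detected on all 4 arrays and 26 were detected on neither control array. From the deposited log2 table, the fold changes of all 85 probes came within 0.01 (log2) of those printed in the paper's tables. Among the probes detected on all 4 arrays, ranked by the smaller of their 2 changes, the lowest named ones were SCG5, with log2 fold changes of -1.20 and -1.22 for Pre-miR-376c and siGRB2-2, and the probe listed as C9orf30-TMEFF1, with -1.64 and -1.20. GPC6 (2.05 and 1.97) and DPF3 (3.13 and 1.67) were among the 3 highest. Their signals on the control arrays were dim, 21.8 to 49.3, where the lowest signals of a detected spot were 21.2 and 21.5. With each treatment set against the other negative control, 24 of the 85 probes differed at least 2-fold in both comparisons with the bound, and 10 of the 26 detected on all 4 arrays did. By measured signal, 82 of the 85 kept their direction there with both treatments, as did all 26 detected on all 4 arrays. The 85 were picked for passing the limit against their own control, so some shortfall against another control follows from that choice.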

We next conducted a network pathway analysis, using Ingenuity Pathway Analysis (IPA) to identify molecules relevant to GRB2-mediated cell migration. A network of 85 genes derived from the microarray data with c-Jun N-terminal kinase 1 (JNK1, also known as MAPK8)-mediated EGFR signaling was generated (Figure 4B). 

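EGFR was covered by 3 probes. Their log2 fold changes with Pre-miR-376c were -0.17, -0.46 and -0.49, and with siGRB2-2 they were -0.13, -0.52 and 0.87. Against the other negative control they were 0.14, -0.43 and 0.69 with Pre-miR-376c, and -0.44, -0.55 and -0.30 with siGRB2-2. The probes thus disagreed in direction only where the siRNA negative control array was used. JUN had log2 fold changes of -0.16 with Pre-miR-376c and -0.24 with siGRB2-2. FOS had values of 0.45 and 0.07, and the latter was -0.23 after quantile normalization. EGF was detected only with Pre-miR-376c, at least 1.56-fold higher than its control, and no fold change could be given for siGRB2-2. No probe was paired with MAPK8 through its accession.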

Ten of the 85 genes were associated with the EGFR pathway. 

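Of the 10 genes of Figure 4B taken from Tables S1 and S2, 5 were detected on all 4 arrays. CLU was higher, with log2 fold changes of 1.25 for Pre-miR-376c and 1.12 for siGRB2-2, and ASGR1 was lower, with -1.08 and -1.22. XDH, IL1B and MMP9 were the other 3. When the arrays were scaled on their medians, ASGR1 with Pre-miR-376c (-0.97) and CLU with siGRB2-2 (0.84) came short of the 2-fold limit. XDH passed it with both treatments under this scaling (-1.17 with Pre-miR-376c and -1.28 with siGRB2-2). The remaining 5 genes were detected on 2 or 3 of the arrays, so that part of their fold changes are bounds. BPIFB4, listed as C20orf186, was 3.83-fold lower with Pre-miR-376c and at least 1.52-fold lower with siGRB2-2. QKI was 2.78-fold higher with Pre-miR-376c and at least 1.45-fold higher with siGRB2-2, and GATA4 was 2.21-fold and at least 9.33-fold higher. LARGE and HOXA7 were not well above background on either treated array. LARGE was at least 3.81-fold lower and HOXA7 at least 1.68-fold lower with siGRB2-2, and no fold change could be given for either with Pre-miR-376c. In all, 5 of the 10 genes differed at least 2-fold in both comparisons. Against the other negative control, MMP9 alone of the 5 genes detected on all 4 arrays did so. With siGRB2-2, CLU (0.70), ASGR1 (-0.69) and IL1B (-0.92) then came short of the limit, as did XDH with Pre-miR-376c (-0.98). With the other treatment each of these genes passed it. For the 5 genes detected on 2 or 3 arrays, the other negative control was compared by measured signal, part of it not well above background. BPIFB4 with Pre-miR-376c (0.02) and LARGE with siGRB2-2 (0.31) were then no longer lower, and the other changes kept their direction.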

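Table S3 lists 26 functions related to cellular movement and 4 genes. IL1B is named in 14 of the functions, MMP9 in 16, XDH in 2 and HOXA7 in 1, and 24 of the functions name IL1B or MMP9. XDH (A_33_P3270863) was detected on all 4 arrays, and its log2 fold change was -1.28 with Pre-miR-376c and -0.996 with siGRB2-2, the latter just short of the 2-fold limit.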

From the viewpoint of the cellular function of *miR-376c*, two down-regulated genes; *i.e.*, *interleukin-1 beta* (*IL1B*) and *matrix metallopeptidase 9* (*MMP9*), were associated primarily with several cellular-movement networks in the Ingenuity Knowledge Base (Table S3). These data suggest that *IL1B* and *MMP9* function downstream of GRB2 signaling in EGF-dependent cell migration by HuCCT1. Thus, we evaluated the gene suppression of *IL1B* and *MMP9* in HuCCT1 cells treated with Pre-miR-376c and siGRB2-2. 

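IL1B (A_23_P79518) and MMP9 (A_23_P40174) were each measured by 10 spots, all arrays being well above background. Relative to the 75th percentile of the array, the mean log2 signal of IL1B was -0.29 with Pre-miR negative control and -1.70 with Pre-miR-376c, a log2 fold change of -1.41. It was -0.04 with siRNA negative control and -1.21 with siGRB2-2, a log2 fold change of -1.18. The mean log2 signal of MMP9 was -2.32 and -3.49 in the first pair, a log2 fold change of -1.18, and -2.05 and -3.36 in the second pair, a log2 fold change of -1.31. These are 37.6% and 44.3% of control for IL1B, and 44.3% and 40.3% for MMP9. The SD between the 10 spots on an array was 0.042 to 0.075, so each difference exceeded the spread between spots, and the spread between cultures was not measured. Each gene also had a lower signal on both treated arrays than on either negative control array. Of the 41 probes of Table S1, picked on these same arrays, 39 kept their direction against the other control. The pattern is therefore no separate support for these 2 genes. Against the other negative control, the log2 fold change of IL1B was -1.66 with Pre-miR-376c and -0.92 with siGRB2-2, and that of MMP9 was -1.45 and -1.04. From the decrease of both genes with each treatment and their place in the cellular movement functions, the paper proposes that they act downstream of GRB2 in EGF-dependent migration.

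**Figure D2:**
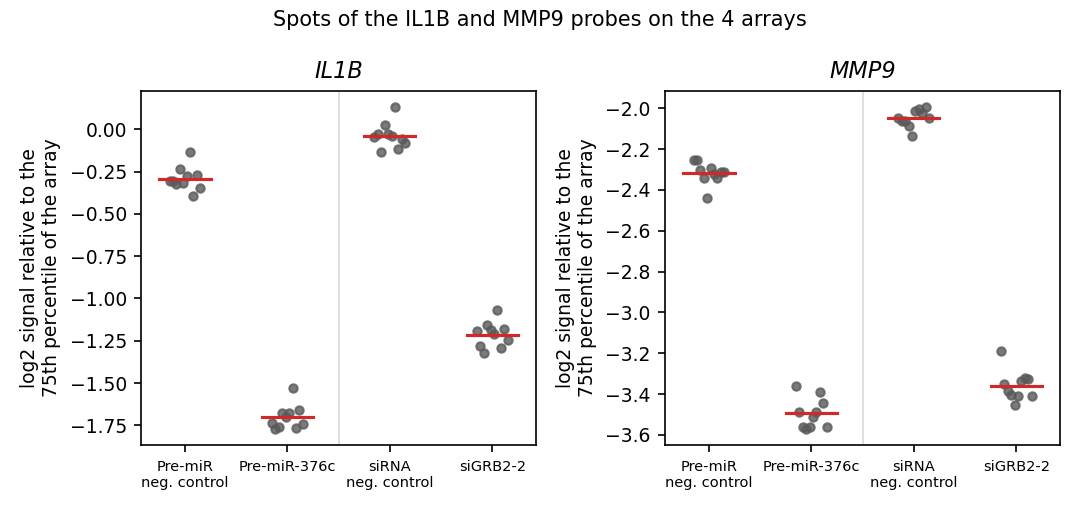
Log2 signal of each of the 10 spots of the IL1B probe (left) and the MMP9 probe (right) relative to the 75th percentile of its array, for the 4 arrays. Points are spots of 1 array and red lines their means. The spots of both treated arrays lie below those of both control arrays.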

Pre-miR-376c significantly decreased (to 66%) expression of *IL1B* (Figure 4C) and *MMP9* (to 52%, Figure 4D), compared to Pre-miR-negative controls. Use of siGRB2-2 also resulted in significant reductions in the expression of these genes, to 83% and 43% relative to controls, respectively (Figure 4C and 4D).

**Figure 4:**
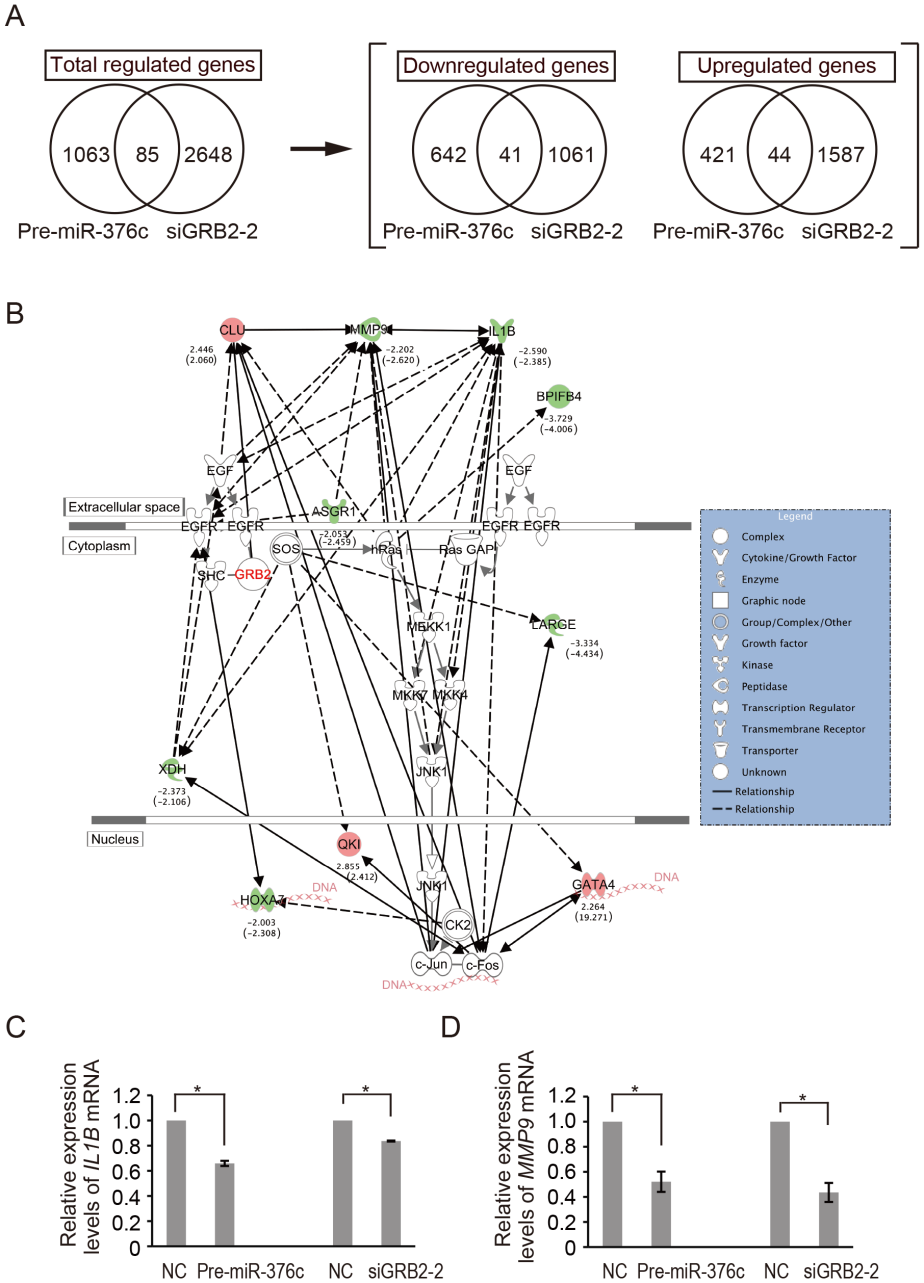
Network analysis relevant to GRB2-mediated HuCCT1 migration. (**A**) Venn diagrams showing the significantly different mRNA expression levels of Pre-miR-376c and siGRB2-2 transfectants of HuCCT1 relative to appropriate controls. Expression profiles of mRNAs affected by Pre-miR-376c and siGRB2-2 in EGF-treated HuCCT1 cells were conducted by microarray analysis. The numbers of genes regulated by Pre-miR-376c and siGRB2-2 are indicated. (**B**) The network of the identified molecules regulated by both Pre-miR-376c and siGRB2-2 in this study were connected with EGF, EGFR and GRB2 by IPA analysis. Numbers below the upregulation (red) and downregulation (green) symbols represent the fold changes by Pre-miR-376c treatment; numbers in parentheses represent the fold changes by siGRB2-2 treatment. Solid and dotted lines indicate direct and indirect gene relationships, respectively. (**C and D**) Real-time PCR analysis of *IL1B* (**C**) and *MMP9* (**D**) expression levels in EGF-treated HuCCT1 cells after transfection with Pre-miR-376c and siGRB2-2. Pre-miR-negative control and nonspecific non-silencing siRNA were used as negative controls (NC). For quantitative comparisons, expression levels were normalized to *GAPDH*. The expression levels in negative controls were set to 1.0. The significance of differences between means was determined by Student's *t*-test. * *p*<0.05.

### *MiR-376c* expression is regulated by epigenetic control in HuCCT1

To determine whether *miR-376c* expression was dysregulated by epigenetic alterations in HuCCT1 cells, we first assessed the methylation status of the 6 CpG sites (sites I–VI) located 85 to 202 bp upstream of *miR-376c*; *i.e.*, in the putative promoter region, in HIBEpiC and HuCCT1 cells by bisulfite genome sequencing (Figure 5A). A mutation in CpG site III was found in the genome sequence of HuCCT1. We quantified the relative level of methylation of the remaining CpG sites in HIBEpiC and HuCCT1 (Figure 5B). Three sites (I, II, and VI) in HuCCT1 cells were fully methylated, and the unmethylated levels at sites IV and V were 5% and 10%, respectively (Figure 5B). In contrast, in HIBEpiC cells the nonmethylation levels of sites I–VI were 14, 21, 4, 3.5, 35, and 45%, respectively (Figure 5B). These bisulfite sequencing data show that, with the exception of site IV, the levels of methylation at CpG sites in HuCCT1 cells are higher than those in HIBEpiC cells.

**Figure 5:**
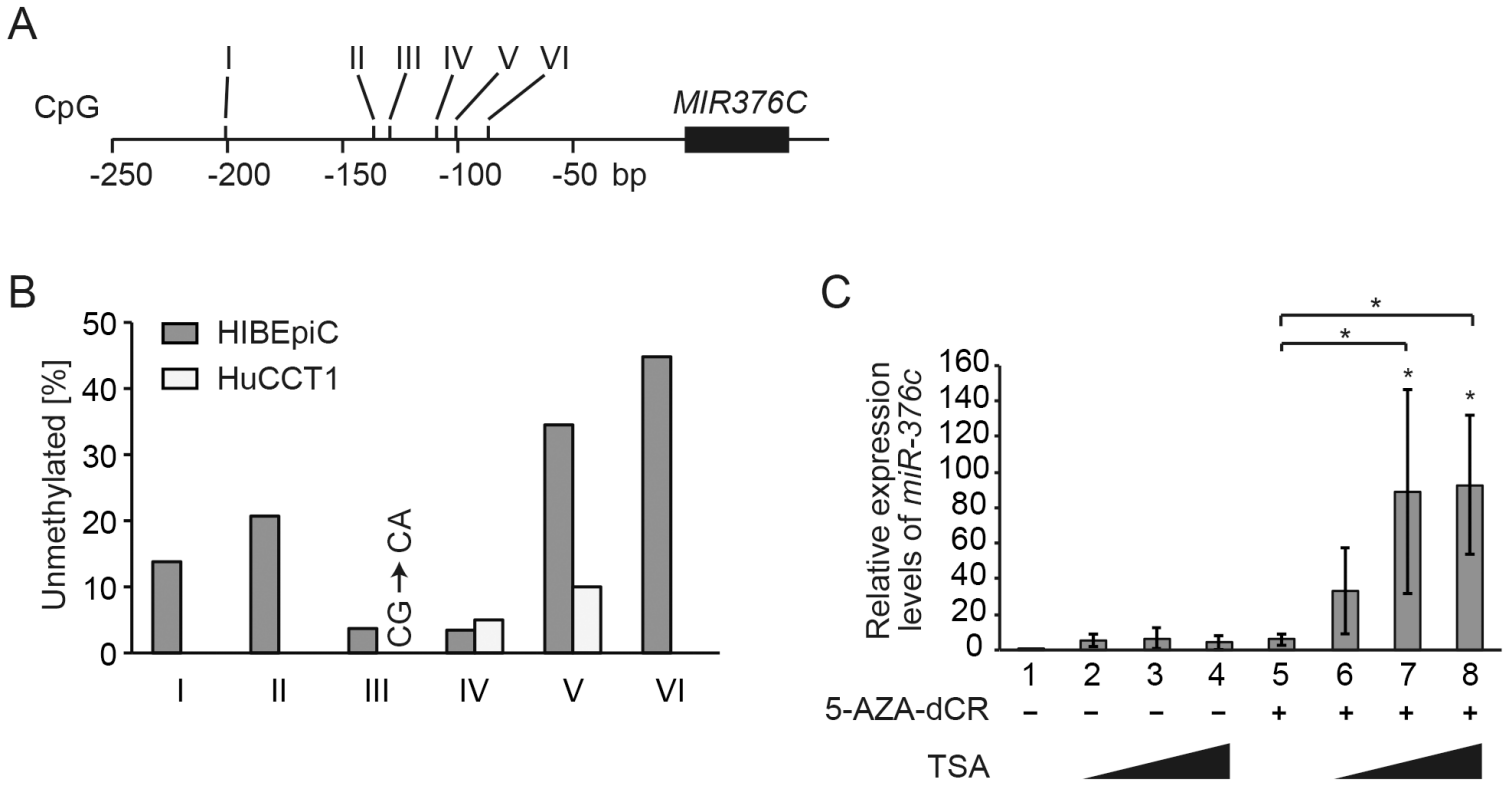
Methylation of *miR-376c*. (**A**) Location of the six CpG sites (sites I–VI) upstream of *miR-376c*, in the putative promoter region of the gene. (**B**) Bisulfite sequencing analysis of these CpG sites in HIBEpiC and HuCCT1. The unmethylated levels of the six sites were expressed as percentages of methylation reference values. A mutation in the genome sequence of HuCCT1 was found at CpG site III. (**C**) Real-time PCR analysis of *miR-376c* expression levels in HuCCT1 cells treated with the DNA-demethylating agent 5-AZA-dCR and/or the HDAC inhibitor TSA. After treatment with 10 µM of 5-AZA-dCR for 3 days, HuCCT1 cells were incubated with TSA (0.1, 0.5, or 1.0 µM) for a further 24 h. Expression levels were normalized to *RNU6B*. The expression level in untreated HuCCT1 cells was defined as 1 (lane 1). Differences among treatments were tested by ANOVA followed by Tukey's test (* *p*<0.05).

DNA methylation and histone acetylation play critical roles in the expression of miRNA genes [33]–[35]. We next treated HuCCT1 cells with the DNA-demethylating agent 5-AZA-dCR and/or the HDAC inhibitor TSA. *MiR-376c* expression was increased slightly by 5-AZA-dCR or TSA treatment alone (Figure 5C, number 4 and 5). Combination treatment with 5-AZA-dCR and TSA showed that *miR-376c* was significantly upregulated (Figure 5C, number 7 and 8). These results indicate that the synergistic effects of DNA demethylation and histone acetylation are responsible for regulation of *miR-376c* expression.

## Discussion

In the present study, we revealed that epigenetic repression of *miR-376c* accelerated EGF-dependent cell migration by targeting *GRB2* in HuCCT1 cells. The investigation of differential expression profiles between cancer and normal cells is valuable for understanding both carcinogenesis and cancer progression. We previously performed miRNA sequencing analysis of HuCCT1 and HIBEpiC [18]. *MiR-376c* was cloned exclusively from the normal cell line HIBEpiC, and not from HuCCT1. Here, we focused on functional studies of *miR-376c*, which is significantly downregulated in CC cell lines. *MiR-376c* belongs to the *miR-376* cluster gene family, containing *miR-376a*, miR-376a*, and *miR-376b*. Kawahara *et al.* showed that *miR-376* transcripts were subject to RNA editing, converting adenosine to inosine in a tissue-dependent manner, leading to a change in the silenced gene set [36]. Recently Ye *et al.* reported that activin receptor-like 7 (ALK7), which induces apoptosis via its ligand Nodal, was a target, and that it was downregulated in ovarian cancer cells [37]. Two reports of *miR-376c* upregulation in a subset of acute myeloid leukemia samples have been published [38], [39]. However, the target genes and functions of *miR-376c* in biliary epithelial cells have been not reported. *In silico* prediction of target mRNA candidates is a useful tool [40]; however, the specification of functional targets in cells by computational prediction only is generally thought to be difficult. MiRNAs are able to interact with the 3′-UTRs of many mRNAs and primarily repress their translation. Thus, we performed proteomic analysis, which is often employed to elucidate direct targets of miRNAs [41], [42]. Our results demonstrated that GRB2, an *in silico miR-376c* target candidate, was significantly downregulated in *miR-376c*-overexpressing HuCCT1 cells. Moreover, a 3′-UTR reporter assay confirmed that *miR-376c* repressed the translation of *GRB2* in a seed-sequence-dependent manner in HuCCT1 cells (Figure 2).

In migration experiments using Pre-miR-376c and siGRB2s, downregulation of GRB2 protein was shown to reduce EGF-dependent migration of HuCCT1 cells. Down-regulation of *miR-376c* allowed an increase in the amount of GRB2 protein, resulting in acceleration of HuCCT1 migration. Conversely, in normal intrahepatic biliary epithelial cells, the expression of *miR-376c* might regulate the amount of *GRB2* protein and cell migration. GRB2 is a key adapter protein, involved in signal transduction via binding to various other proteins, including the EGF receptor [24], [43], [44]. GRB2 plays essential roles in mediating EGFR signaling. A recent report showed that GRB2 interacted directly with Ras homolog family member U (RhoU) and with activated EGFR, leading to augmented JNK1 pathway activity and cell migration [45]. Although the expression and function of RhoU in bile duct cells are unknown, *miR-376c* may modulate EGF-mediated signaling through physical interaction between RhoU and GRB2. GRB2 is also well known to activate the mitogen-activated protein kinase/extracellular signal-regulated kinase pathway [46]–[48]. In cancer cells, this pathway is also activated and stimulates cell growth [47], [48]. We did not, however, observe an effect of *miR-376c* on cell growth in this cancer cell type (Figure S1).

From microarray profiling and knowledge-based network analysis, we identified IL1B and MMP9 as putative factors correlated with cell migration in HuCCT1 (Figure 4). Furthermore, in this study, we demonstrated that *IL1B* and *MMP9* were significantly downregulated in HuCCT1 cells treated with Pre-miR-376c or siGRB2. MMP9 is a matrix metallopeptidase that has been shown to be involved in degradation of basement membrane proteins in the extracellular matrix [49]. This MMP forms a homodimer, and this structure is required in the mechanism of MMP9-mediated cell migration [50]. Intriguingly, it has been reported that IL1B regulates MMP9 expression in human umbilical vein endothelial cells [51] and in extravillous trophoblasts [52]. Taken together with previous observations, our findings lend support to the idea that IL1B may be downstream of EGF signaling, such that EGF can accelerate the expression of IL1B and subsequent activation of MMP9 in HuCCT1 cells. We did not fully explore the signaling pathways of EGF-dependent cell migration in HuCCT1. Further studies will elucidate the detailed mechanisms of metastasis in ICC.

Mechanisms controlling *miR-376c* gene expression have not been reported. In this study, combination treatment with 5-AZA-dCR and TSA significantly induced the expression of *miR-376c* in HuCCT1 cells (Figure 5C), suggesting epigenetic, including histone, modification. The synergistic effect of DNA demethylation and HDAC inhibition is essential for strong expression of some genes [53], [54]. Saito *et al.* reported the miRNA expression profile of T24 bladder cancer cells treated with 5-AZA-dCR and the HDAC inhibitor 4-phenylbutyric acid, and showed that *miR-376c* was one of the miRNAs upregulated after treatment [35]. This is consistent with our results. We also found that CpG sites upstream of the *miR-376c* gene were highly methylated in HuCCT1 cells. Our data suggest that DNA methylation and HDAC modification suppress the transcription of *miR-376c* in these cells.

In summary, we have shown that *GRB2*-targeted *miR-376c* is epigenetically repressed in HuCCT1 cells, resulting in acceleration of cell migration by EGF signaling enhancement via GRB2. Since metastasis is the major cause of death in ICC, elucidating the mechanisms underlying EGF-dependent cell migration could facilitate the development of novel anti-cancer strategies for ICC using miRNAs. Although our experiments were conducted with an ICC cell line model *in vitro*, our findings on *miR-376c* function provide a new insight into pathophysiology of ICC. Further functional and pathological studies are needed to understand the mechanism[s] of miRNA-mediated posttranscriptional regulation in ICC.

## Supporting Information

Figure S1 **The effects of Pre-miR-376c and siGRB2s transfection on cell growth.** HuCCT1 cells (5×10^3^) were seeded in 96-well plates in a serum-containing medium 1 day prior to transfection. Cells were transfected with the Pre-miRNA or siGRB2s at final concentrations of 30 nM using Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol. After 24 h, the medium was changed to a medium containing RPMI 1640 supplemented with 0.1% fetal bovine serum in the presence or absence of EGF. After a further 24 h, cell growth was assayed using CellTiter-Glo (Promega, USA) according to the manufacturer's protocol. Graph shows relative cell growth. Values for cells transfected with Pre-miR-negative control (Pre-miR Cont) or nonspecific non-silencing siRNA (siRNA Cont) (AllStars Negative Control siRNA, Qiagen) were set to 1.0. No statistically significant differences between groups were detected (ANOVA followed by Tukey's test).
(TIF) Click here for additional data file.

Table S1 **Genes downregulated by Pre-miR-376c and siGRB2-2.**
(XLS) Click here for additional data file.

Table S2 **Genes upregulated by Pre-miR-376c and siGRB2-2.**
(XLS) Click here for additional data file.

Table S3 **Molecular and cellular functions of downregulated genes associated with cellular movement in Ingenuity's Knowledge Base.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

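Gene expression was measured in EGF-treated HuCCT1 cells after 4 transfections (Pre-miR-376c, Pre-miR negative control, siGRB2-2 and siRNA negative control), with 1 array each. The authors deposited, for each array, the spot intensity values of the Agilent Feature Extraction software (version 10.7.3.1) for a human 44 K design, with the processed intensity, the median intensity of the spot and of its local background, and quality flags. The authors also deposited a table of log2 values per probe, made in GeneSpring GX with a shift to the 75th percentile. Set against the scanner values, each column of that table equalled the mean log2 processed intensity of a probe's spots minus a constant, within 0.01 for 99.45% to 99.54% of the probes per array. No column of the table was left unmatched.

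The values reported were computed from the processed intensities with Python (3.11.15), numpy (2.4.6) and pandas (2.3.3), and the background and quantile alternatives with R (4.3.3) and limma (3.58.1). Log2 values were shifted to the 75th percentile over the non-control spots, 289 to 329 spots per array with an outlier flag were left out, and spots of one probe were averaged. No spot was saturated. The 75th percentile signal was 1995 with siGRB2-2, 1719 with siRNA negative control, 2065 with Pre-miR-376c and 2689 with Pre-miR negative control, and the lowest signal of a spot well above background was 21.2 to 24.4. Detection, the bound for undetected signals and the 2-fold limit are described with the experiment. All 4 arrays shared 1 slide and 1 scan, so no batch could be set as a block. The accession of a probe gave a gene name for 25422 of the 34127 probes (74.5%) through a RefSeq table of GRCh38.p14, used for names only since the scanner files name another build, and probes of Tables S1 and S2 keep the name printed there where they have no other, and count as named.

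With 1 array per condition no test across conditions was made. Counts of probes past the 2-fold limit were set beside the count between the 2 negative control arrays and the overlap expected for independent lists. For each of 5 lists of genes fixed before the data were examined (MAPK output, interferon response, IL-1 and NF-kB response, proteins of Table 1, proliferation), the median log2 fold change was placed among 10000 random lists matched on signal in 20 bins, with 1 value per gene. The genes named were, by a rule fixed at the same time, GRB2, the genes of Figure 4B, RHOU, ACVR1C, GAPDH, ACTB, the genes of Table 1, the 5 named probes that rose and the 5 that fell most in each comparison, and the 3 highest and 3 lowest of the shared probes. The calling step was tested on simulated arrays with the levels of 21239 probes, noise with an SD of 0.2 (log2) and 200 probes changed 4-fold. It recovered 200 of them for Pre-miR-376c with 9 false calls, and 200 for siGRB2-2 with 8 false calls. Changes of this size are recovered almost by construction, and log2 differences between the real arrays had a larger SD (0.36 for Pre-miR-376c and 0.58 for siGRB2-2, each against its control), so these numbers check the calculation and give no error rate for the counts reported.

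The alternatives were quantile normalization, a median shift, a percentile over detected probes, normexp background correction (offset 50, on the median intensity of a spot, as the files used here have no mean intensity), the deposited log2 values, flagged spots kept, 4 other detection rules, the mean per gene, a 3-fold and a 1.5-fold limit, the other negative control and the mean of both. A test of seed matches in 3-prime untranslated regions was planned and was not run, since no such sequences were used here.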

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

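Quantile normalization and the other negative control were among the alternatives set before the data were examined, and their use as tests of explanations, like all the other tests in this part, was chosen after the results were seen. With 1 array per condition, a difference that belongs to 1 array cannot be separated from its transfection, RNA or labelling.

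The 2 negative control arrays differed at least 2-fold in 2232 probes, a comparison the paper does not report, beside 2294 for siGRB2-2 and 742 for Pre-miR-376c against their own controls. On the 21239 probes detected on all 4 arrays, the 3 pairs that include the siRNA negative control array held 1749, 1649 and 1247 probes at least 2-fold apart, and the other 3 pairs held 252, 231 and 283. The log2 differences had an SD of 0.54 to 0.58 in the former and 0.31 to 0.36 in the latter. The siRNA negative control array therefore stands apart from the other 3, and it is the control of the siGRB2-2 comparison.

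Several explanations were set against the data. A trend with signal level as the whole cause is argued against by quantile normalization, after which the pairs with this array held at least 1073 such probes and the other pairs at most 273. Noise of dim probes as the whole cause is argued against by the 6718 probes above the 75th percentile on all 4 arrays, where the pairs with this array held at least 221 and the other pairs at most 15. A local defect on the slide is argued against by the correlation of the deviation between neighbouring spots, which was -0.0078. Noise between spots is argued against by the median SD between spots of one probe on this array, 0.0508, close to the other arrays, while its deviation from them had an SD of 0.52. A gene-wide change in mRNA level as the whole cause is argued against by 4570 pairs of probes of one gene. Their deviations correlated at 0.1732 on this array (95% interval over resampled genes 0.13 to 0.20), against 0.33 to 0.42 on the other arrays. The variance that probes of one gene did not share was 0.2274 on this array and 0.049 to 0.070 on the others, while the shared variance was 0.045 against 0.027 to 0.036. Uneven RNA quality, labelling or hybridization of this 1 sample may therefore account for much of the deviation, a hypothesis that the larger unshared variance fits, and probes for different transcripts of a gene were not separated from it. The fit of the spike-in controls had an R-squared of 0.998 on this array and 0.9977 to 0.9985 on the others. Its slope was 1.032, slightly below the 1.061 to 1.078 of the others. This fit shows no gross fault of the array, but it leaves out the gene probes and cannot exclude a fault that differs between them. A change caused by the control siRNA itself remains open for the part that probes of one gene share. An exchange of the siGRB2-2 and siRNA negative control labels remains undecided. GRB2 was lower on the array labelled siGRB2-2 (log2 difference -0.5513), which goes against an exchange, but the SD of all probes between these arrays was 0.58. Against Pre-miR negative control, GRB2 was at -1.27 on the array labelled siGRB2-2, where the SD of all probes was 0.31. On the array labelled siRNA negative control it was at -0.72, where that SD was 0.57. These GRB2 values also go against an exchange, but all of them rest on 1 probe with 1 spot. IL1B and MMP9 were lower on the array labelled siGRB2-2 (log2 fold changes -1.18 and -1.31), as in the paper's real-time PCR with siGRB2-2. That goes against an exchange too, but both genes were picked on these arrays. Whether the real-time PCR used the same RNA is not stated, so the question stays undecided.

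More probes changed in opposite directions with Pre-miR-376c and siGRB2-2 (73) than in the same direction (44), which the paper does not report. Both exceed the counts expected for independent lists matched on signal (29.8 and 22.9). With each treatment set against the other negative control, 31 probes changed in opposite directions and 37 in the same direction, and the correlation across probes went from -0.11 to 0.10. The excess of opposite changes may therefore rest on which control each treatment was set against. After quantile normalization 53 probes changed in opposite directions and 50 in the same direction, while the correlation was -0.08, and the median shift gave 60 and 47. The percentile over detected probes (76 and 46) and the deposited log2 values (69 and 47) kept the excess. The excess of opposite over same changes may therefore also come from a difference in signal distribution between the arrays. The 2 explanations do not exclude each other. An opposite effect of the 2 treatments on some genes remains open as the biological explanation and was not tested further.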

How the results depend on the processing

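The normexp fit without background-flagged spots and the deposited log2 values with measured signal on both sides were chosen after seeing the data. No paired analysis was possible because each condition has 1 array. Signal over background limits part of the counts, as 48.8% of the probes called for Pre-miR-376c and 22.3% for siGRB2-2 were detected on only 1 of the 2 arrays. The count for siGRB2-2 moved more with the control and the fold limit than with detection on both arrays, which left 1782 of 2294. IL1B was lower with both treatments under every alternative run. MMP9 was lower with both under every alternative except the planned normexp correction for siGRB2-2. Fold values were taken as moved when they changed by more than the error between spots (for GRB2, the scanner software's error). The cause was not tested where none is given.

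Quantile normalization gave 27 probes lower in both, 50 in the same direction and 53 in opposite directions, beside 44 and 73, so the excess of opposite changes nearly vanished, and an MMP9 log2 fold change of -1.54 with siGRB2-2. With siGRB2-2 it gave 1066 lower and 896 higher probes, beside 727 and 1567. The median shift gave log2 fold changes of -0.84 for GRB2, -1.46 for IL1B and -1.60 for MMP9 with siGRB2-2, and -1.30 for IL1B and -1.06 for MMP9 with Pre-miR-376c. It gave 47 probes in the same direction and 60 in opposite directions. It gave 267 lower and 459 higher probes with Pre-miR-376c, beside 359 and 383, and 1916 and 679 with siGRB2-2, and moved the median of detected probes for siGRB2-2 from 0.15 to -0.13. The deposited log2 values gave 985 lower and 1200 higher probes with siGRB2-2.

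The planned normexp correction gave 274 changed probes for Pre-miR-376c, 14960 for siGRB2-2, 3 lower in both, 59 higher in both, 38 in opposite directions, 913 between the controls and 20 probes of Tables S1 and S2. The log2 fold changes with siGRB2-2 were 0.11 for GRB2, -0.18 for IL1B and 1.47 for MMP9, with reversed signs for GRB2 and MMP9, and with Pre-miR-376c they were -1.29 for IL1B and -0.90 for MMP9. On the siGRB2-2 array, 7 spots had a local background above 10 times the median, all with a background flag. Fitted without background-flagged spots, the correction gave 257 and 897 changed probes, 8 in the same direction, 3 lower and 5 higher in both, 16 in opposite directions, 863 between the controls and 8 of Tables S1 and S2. MMP9 was then at -0.93 with Pre-miR-376c and -1.09 with siGRB2-2, and GRB2 at -0.57 with siGRB2-2, so both reversals came with the background-flagged spots in the fit.

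Without a detection filter the counts were 1892 and 3989 changed probes, 230 in the same direction, 76 lower and 154 higher in both, 316 in opposite directions, 3869 between the controls and 78 of Tables S1 and S2. With measured signal in place of the bound they were 1159 for Pre-miR-376c, 90 in the same direction, 37 lower and 53 higher, 128 opposite and 78 of Tables S1 and S2. The deposited log2 values with measured signal gave 1141 for Pre-miR-376c, 85 in the same direction, 41 lower, 44 higher, 117 opposite and 85 of Tables S1 and S2. Detection on both arrays left 380 for Pre-miR-376c, 24 in the same direction, 11 higher, 42 opposite and 22 of Tables S1 and S2. Detection on all 4 arrays left 283 for Pre-miR-376c, and otherwise 24, 11, 42 and 22. The mean per gene gave 70 in the same direction and 31 lower in both.

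The 3-fold limit left 299 and 502 changed probes, 12 in the same direction, 1 lower and 11 higher in both, 20 opposite, 506 between the controls and 12 of Tables S1 and S2. The 1.5-fold limit gave 2744 and 7909, 326 in the same direction, 187 lower and 139 higher, 665 opposite and 7113 between the controls.

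Against the other negative control, 1669 probes changed with Pre-miR-376c and 720 with siGRB2-2, 31 in opposite directions, and 24 of Tables S1 and S2 passed in both. The GRB2 log2 fold change with Pre-miR-376c reversed to 0.17 and with siGRB2-2 it was -1.27. IL1B was at -1.66 and -0.92, and MMP9 at -1.45 and -1.04. Against the mean of both controls, 663 probes changed with siGRB2-2, 108 in the same direction, 50 lower, 58 higher and 8 opposite. GRB2 was at -0.19 with Pre-miR-376c and -0.91 with siGRB2-2, IL1B at -1.54 and -1.05, and MMP9 at -1.31 and -1.18. The control is then shared, and on probes detected on all 4 arrays 54 changed in the same direction, where 100 simulations of unchanged groups gave 13 to 41 (mean 24.7). There 5 changed in opposite directions, where every simulation gave 0, and the correlation across probes was 0.601, where the simulations gave 0.578 to 0.599. The simulations drew normal noise with a robust SD for each array and signal bin, which leaves out outlying probes. Real arrays can hold such probes, and the 5 opposite changes lie outside the simulations. The count of 54 and the correlation therefore cannot tell a shared effect from outlying probes. The percentile of the Table 1 list for Pre-miR-376c moved from 29.7 to 75.4 with the brightest probe per gene, and with each treatment against its own control the other lists moved by at most 10 points under both alternatives of the lists. Between the controls, the IL-1 and NF-kB response list moved from 38.6 to 75.4 with the brightest probe and to 25.8 without a detection filter, and the Table 1 list from 6.69 to 33.6 with the brightest probe. Against the other control with Pre-miR-376c, the brightest probe moved the proliferation list from 86.3 to 97.4 and the interferon response list from 64.9 to 52.3.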

Differences from the paper's values

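The paper's number of genes changed by Pre-miR-376c is 1148, and 742 probes were counted here. Among the alternatives set before the data were examined, the percentile over detected probes (776), measured signal in place of the bound (1159), the mean per gene (904) and the other negative control (1669) came within 1.5 times the paper's value, and the others did not. The paper's number common to both sets is 85, and 44 probes changed in the same direction here. Measured signal (90), the mean per gene (70), the mean of both negative controls (108) and the normexp correction (62) came within that range, and the others of these alternatives did not. The paper's number of genes lower with both is 41, and 17 were counted here. Measured signal (37), the mean per gene (31) and the mean of both controls (50) came within range, and the others of these alternatives did not. The paper's number higher with both is 44, and 27 were counted here. Measured signal (53), the mean per gene (39), the mean of both controls (58) and the normexp correction (59) came within range, and the others of these alternatives did not. The deposited log2 values with measured signal on both sides gave 1141 for Pre-miR-376c, 85 in the same direction, 41 lower and 44 higher, a setting chosen after seeing the values.

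The paper's real-time PCR value of IL1B with Pre-miR-376c is 66% of control, and the array gave 37.6%. None of the alternatives set before the data were examined came within 1.5 times the paper's value. The paper's real-time PCR value of IL1B with siGRB2-2 is 83% of control, and the array gave 44.3%. Of those alternatives only the normexp correction came within range (88.5%), in which 7 spots with high local background on the siGRB2-2 array entered the fit. The paper measured these values in an assay other than the array.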

Other observations

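The lists of genes and the seed test were set before the data were examined, and the keratin genes were chosen after their values were seen. No biological explanation was tested in this part.

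GRB2 had the lowest log2 fold change with Pre-miR-376c (-0.55) of the 49 detected genes that code for proteins of Table 1, whose proteomic comparison was made in another experiment without EGF. The next gene, CAPNS1, was at -0.51, a gap within the error of the GRB2 value (0.20), and against the other negative control GRB2 was at 0.17, so this rank is not resolved. None of the 49 fell or rose 2-fold with Pre-miR-376c, and 26 were lower. The median was -0.01, at the 29.7th percentile of random lists, and with siGRB2-2 it was at the 98.3rd percentile. Against the other negative control the percentiles were 98.0, with 31 genes higher, and 83.3, and between the controls it was 6.69.

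The median of the MAPK output list (9 of 10 genes) was -0.25 with Pre-miR-376c, at the 3.69th percentile of random lists, and 0.69 with siGRB2-2, at the 99.7th. Between the negative controls it was -0.65, at the 0.26th percentile. Against the other negative control it was 0.16 and -0.06, at percentiles of 70.4 and 18.1, so the direction of this list changed with the control. The IL-1 and NF-kB response list (14 genes) was at percentiles of 85.9 with Pre-miR-376c and 2.05 with siGRB2-2, and at 41.9 and 0 against the other control, with 38.6 between the controls. The proliferation list (18 genes) was at 99.96 with Pre-miR-376c, with 18 genes higher, and at 60.3 with siGRB2-2, and at 86.3 and 95.7 against the other control, with 80.1 between the controls. Against the other control 9 of its genes were higher and 9 lower with Pre-miR-376c, so the shared direction of its genes also changed with the control. The interferon response list (17 of 18 genes) was at 62.9 and 16.9, at 64.9 and 90.6 against the other control, and at 88.6 between the controls, so its position with siGRB2-2 also changed with the control. These percentiles describe these arrays and are not p-values.

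The probes of KRT14, KRT16 and KRT17, genes of similar sequence, were lower with Pre-miR-376c (log2 fold changes -1.76, -0.45 and -1.52) and higher with siGRB2-2 (2.82, 1.88 and 2.39), and these directions held under quantile normalization, the median shift, the percentile over detected probes and the deposited log2 values. Against the other negative control, KRT14 and KRT17 were lower with Pre-miR-376c (-0.42 and -0.64) and KRT16 was higher (0.21), and all 3 were higher with siGRB2-2 (1.47, 1.22 and 1.52).

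RHOU, a gene named in the discussion, had log2 fold changes of 0.30 and 0.32 with Pre-miR-376c and siGRB2-2, the latter being -0.01 after quantile normalization, and ACVR1C was not well above background on any array. Among control genes, GAPDH had 0.13 and 0.07, both of which change sign between scalings, and the 2 ACTB probes had 0.46 and 0.41 with Pre-miR-376c and 0.89 and 0.04 with siGRB2-2, the last being -0.25 under the median shift. Against the other negative control, the ACTB probes were at 1.20 and 0.0007 with Pre-miR-376c, and at 0.15 and 0.44 with siGRB2-2. The value of 0.89 thus depended on the siRNA negative control array.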
